# Alteration of *N*^6^ -Methyladenosine mRNA Methylation in a Rat Model of Cerebral Ischemia–Reperfusion Injury

**DOI:** 10.3389/fnins.2021.605654

**Published:** 2021-03-16

**Authors:** Dazhuang Yi, Qunhui Wang, Yuhao Zhao, Yu Song, Hong You, Jian Wang, Renjie Liu, Zhongqiang Shi, Xuan Chen, Qi Luo

**Keywords:** cerebral ischemia reperfusion injury, MCAO/R, *N*^6^-methyladenosine, FTO, key genes

## Abstract

**Aim:**

This study was conducted in order to reveal the alterations in the *N*^6^-methyladenosine (m6A) modification profile of cerebral ischemia–reperfusion injury model rats.

**Materials and Methods:**

Rats were used to establish the middle cerebral artery occlusion and reperfusion (MCAO/R) model. MeRIP-seq and RNA-seq were performed to identify differences in m6A methylation and gene expression. The expression of m6A methylation regulators was analyzed in three datasets and detected by quantitative real-time polymerase chain reaction, western blot, and immunofluorescence.

**Results:**

We identified 1,160 differentially expressed genes with hypermethylated or hypomethylated m6A modifications. The differentially expressed genes with hypermethylated m6A modifications were involved in the pathways associated with inflammation, while hypomethylated differentially expressed genes were related to neurons and nerve synapses. Among the m6A regulators, FTO was specifically localized in neurons and significantly downregulated after MCAO/R.

**Conclusion:**

Our study provided an m6A transcriptome-wide map of the MACO/R rat samples, which might provide new insights into the mechanisms of cerebral ischemia–reperfusion injury.

## Introduction

As one of the most damaging neurological diseases, ischemic stroke (IS) accounts for approximately 80% of all strokes with a high risk of mortality and disability and affects approximately three million people in China (Jiang et al., 2016; Dabrowska-Bender et al., 2017; Wang et al., 2017). Ischemic stroke is caused by a sudden disruption of blood flow to the brain, resulting in brain cell death and neurological deficits (Zhang et al., 2012). At present, intravenous thrombolysis and mechanical thrombectomy are approved therapies for the acute treatment of cerebral IS (Powers et al., 2019). However, cerebral ischemia–reperfusion injury (CIRI), a common complication of IS, frequently occurs during thrombolytic or surgical treatments (Xu et al., 2018). CIRI usually causes malignant cerebral edema, blood–brain barrier disruption, and neuronal apoptosis (Liu et al., 2020). Over the past 40 years, basic experiments have revealed that the molecular mechanisms of CIRI involve multiple pathological processes, such as oxidative stress, apoptosis, inflammation, autophagy, and necrosis (Meng et al., 2018; Zhang et al., 2019). However, the neuroprotective strategies based on these mechanisms in clinical experiments have not yet provided the expected clinical outcomes (Barer and Berge, 2017), suggesting that there are other mechanisms by which CIRI affects the prognosis of patients with IS.

*N*^6^-methyladenosine (m6A), the most common and abundant RNA molecular modification in eukaryotes, governs the fate and function of the transcripts *via* an m6A-specific modulator (Li et al., 2019; Shafik et al., 2020). Recent findings indicate that the m6A modification is reversible and dynamically regulated by “writer” methyltransferases (*Mettl3*, *Mettl14*, *WTAP*, *Zc3h13*, *Rbm15/15b*) that catalyze the addition of m6A (Agarwala et al., 2012; Horiuchi et al., 2013; Patil et al., 2016; Chai et al., 2019), “eraser” demethylases (*FTO* and *Alkbh5*) that catalyze the removal of m6A (Rajecka et al., 2019), and “reader” proteins (*Ythdc1*, *Ythdc2*, *Ythdf1*, *Ythdf2*, *Ythdf3*, *Hnrnpc*, *Hnrnpa2b1*, *Eif3a*, and *Eif3c*) that specifically recognize it (Wang X. et al., 2015; Li et al., 2019). Many studies have revealed that m6A modification regulates a variety of RNA metabolic processes, such as mRNA stability (Chen et al., 2018), splicing (Bartosovic et al., 2017), nuclear transport, and translation ability (Meyer et al., 2015). The knockdown of *METTL3* or *YTHDF2 in vitro* was found to increase the stability and expression of peroxisome proliferator activator receptor α (*PPARα*) mRNA (Zhong et al., 2018). Although dysregulated m6A modification has been demonstrated to be involved in various types of cancer and brain diseases (Li et al., 2019; Shafik et al., 2020), the role of m6A in CIRI has not been elucidated.

In the present study, we performed methylated RNA immunoprecipitation sequencing (MeRIP-seq) and RNA transcriptome sequencing (RNA-seq) to profile the changes in transcriptome-wide m6A modification sites and mRNA expression in middle cerebral artery occlusion and reperfusion (MCAO/R) rats. Additionally, two publicly available datasets were used to verify the candidate genes. We then evaluated the expression of m6A regulators (Figure 1). From the present study, it could be speculated that m6A methylation may be a breakthrough point to improve the treatment of IS.

**FIGURE 1:**
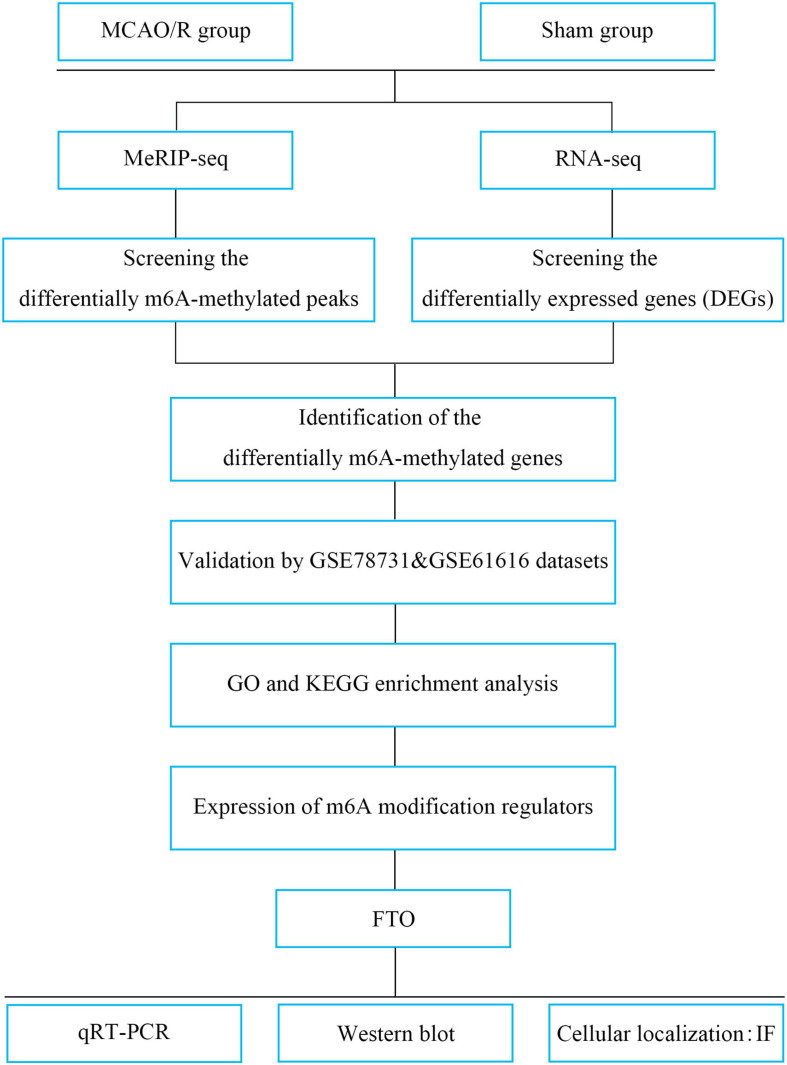
Study flowchart. MCAO/R, middle cerebral artery occlusion and reperfusion; MeRIP-seq, methylated RNA immune precipitation sequencing; DEGs, differentially expressed genes; m6A, *N*^6^-methyladenosine; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; FTO, fat mass and obesity-associated protein; qRT-PCR, quantitative real-time PCR; IF, immunofluorescence.

## Materials and Methods

### Animals and Experimental Groups

All experimental protocols for this study were approved by the Animal Experimental Ethics Committee of the First Hospital of Jilin University (No. 20200707, Changchun, China). The procedures followed the International Association for the Study of Pain guidelines for animal research and standard biosecurity and institutional safety procedures. Male Sprague–Dawley rats, weighing 200–250 g, were purchased from the Experimental Animal Center of Jilin University. All rats were acclimated to a 12-h light/dark cycle with free access to food and water for 1 week. They were fasted for 12 h prior to experimentation but allowed free access to water. The rats used in this study were randomly divided into two parts: part 1 for sequencing experiments (RNA-seq and MeRIP-seq; sham and MCAO/R-24 h, *n* = 3) and part 2 for experiments such as quantification of the m6A level, quantitative real-time polymerase chain reaction (qRT-PCR), western blot, and immunofluorescence [sham (*n* = 10), MCAO/R-24 h (*n* = 10), MCAO/R-48 h (*n* = 5), and MCAO/R-72 h (*n* = 5)].

### Middle Cerebral Artery Occlusion and Reperfusion Model

Sprague–Dawley rats underwent the MCAO/R model of focal CIRI as previously mentioned (He et al., 2019; Gao et al., 2020). Briefly, a 0.26-mm monofilament nylon suture with a heat-rounded tip was inserted into the lumen of the right internal carotid artery through the external carotid artery until the rounded tip reached the entrance to the middle cerebral artery (MCA). The nylon suture was inserted approximately 18–20 mm (from the bifurcation of the common carotid artery) to the anterior cerebral artery, where the MCA blood flow was blocked. In the sham group, all procedures were the same as those for the MCAO/R group, except for the suture insertion. After a 90-min ischemic period, the suture was removed to restore the blood flow for reperfusion injury. The rats were anesthetized and sacrificed for different assays at the respective time points. Infarction caused by 90 min of MCAO/R was confirmed by 2,3,5-triphenyltetrazolium chloride (TTC) staining as previously described (Figure 2A; Gao et al., 2020).

**FIGURE 2:**
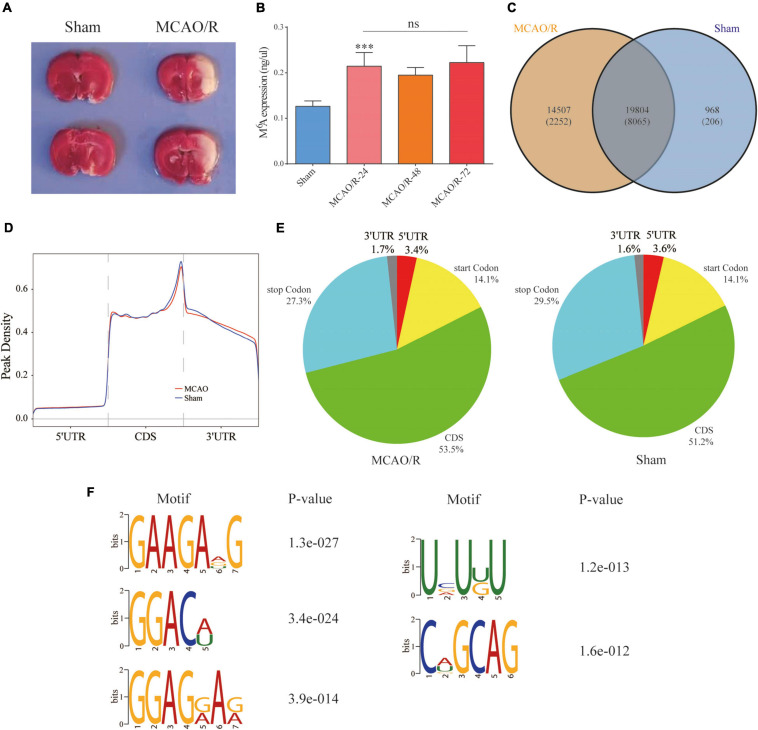
Overview of the *N*^6^-methyladenosine methylation map in the MCAO/R and sham groups. **(A)** TTC staining was used to verify the MCAO/R model 24 h after surgery. **(B)** The m6A levels of total RNA in the brain cortex were determined at the indicated time points after MCAO/R (*n* = 5). Data are presented as the mean ± SD. ***p < 0.001 and ^ns^*p* > 0.05, ANOVA with Tukey’s *post hoc* test. **(C)** Venn diagram showing the overlap of the m6A peaks within mRNAs in the two groups. **(D)** Density curve showing the distribution of m6A peaks across the transcripts. The transcript is divided into three parts, namely 5′UTR, CDS, and 3′UTR. **(E)** Pie charts showing the proportion of m6A peak distribution in the sham and MCAO/R samples. **(F)** The top five motifs enriched across the m6A peaks. TTC, 2,3,5-triphenyltetrazolium chloride; CDS, coding DNA sequence; UTR, untranslated region; SD, standard deviation.

### Quantification of the m6A Level in Total RNA

The m6A level in total RNA was detected using a commercial m6A RNA methylation quantification kit (P-9005, EpiGentek, United States). Briefly, 200 ng of total RNA was added into each well, and the capture antibody solution and detection antibody solution were added according to the manufacturer’s protocol. The absorbance of each well at a wavelength of 450 nm was colorimetrically measured for the m6A level.

### MeRIP-Seq and Data Analysis

Cloudseq Biotech Inc (Shanghai, China) provided the MeRIP-seq service. Briefly, m6A RNA immunoprecipitation was performed with the GenSeqTM m6A RNA IP kit (GenSeq Inc., China) according to the manufacturer’s instructions. Both the input sample without immunoprecipitation and the m6A IP samples were used for RNA-seq library generation with NEBNext^®^ Ultra II Directional RNA Library Prep Kit (New England Biolabs, Inc., United States). The library quality was evaluated using the BioAnalyzer 2100 system (Agilent Technologies, Inc., United States). Library sequencing was performed on an Illumina HiSeq instrument with 150 bp paired-end reads.

Paired-end reads were harvested from an Illumina HiSeq 4000 sequencer and were quality controlled by Q30. Then, 3′ adaptor-trimming and low-quality reads were removed using the Cutadapt software (v 1.9.3). The clean reads of all libraries were aligned to the reference genome (UCSC RN5) using Hisat2 software (v 2.0.4). Methylated sites on RNA (peaks) were identified using MACS software. Differentially methylated sites (fold changes ≥ 2 and *p*-value < 0.05) were identified by diffReps (Shen et al., 2013). These peaks identified by both software overlapping with exons of mRNA were determined and chosen by in-house scripts.

### RNA-Seq and Data Analysis

Total RNA from the brain cortex was isolated using TRIzol reagent (Life Technologies). The quality and quantity of RNA were assessed using a NanoDrop ND-1000 (NanoDrop). Denaturing agarose gel electrophoresis was used to assess the RNA integrity. RNA libraries were prepared using a NEBNext^®^ Ultra II Directional RNA Library Prep Kit (New England Biolabs, Inc., United States) according to the manufacturer’s protocol. Paired-end reads were harvested from an Illumina NovaSeq 6000 sequencer and were quality controlled by Q30. Then, 3′ adaptor-trimming and low-quality reads were removed using the Cutadapt software (v 1.9.3), and the high-quality trimmed reads were aligned to the rat reference genome (UCSC RN5). Then, the Cuffdiff software (v 2.2.1, part of Cufflinks) was used to obtain the gene level FPKM as the expression profiles of mRNA and differentially expressed mRNAs were identified (fold changes ≥ 2 and *p*-value < 0.05).

### Public Datasets and Analysis

GSE78731 (Oh et al., 2018) and GSE61616 (Wang L. et al., 2015) derived from the Gene Expression Omnibus database^1^ were explored to test the expression of differentially methylated genes between the sham and MCAO/R groups. The details of the datasets are shown in Table 1. The limma (Ritchie et al., 2015) package was used to identify differentially expressed genes (DEGs) with a *p*-value of <0.05 and an absolute fold change (FC) value of ≥2. We then screened the common DEGs in both the GSE163614 and GSE78731 (or GSE61616) datasets for the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses, which were performed using the clusterProfiler (Yu et al., 2012).

**TABLE 1:** Detailed information about the datasets.

Datasets	Platform		MCAO/R group	Sham group	References
GSE61616	GPL1355	[Rat230_2] Affymetrix Rat Genome 230 2.0 Array	5	5	Wang X. et al. (2015)
GSE78731	GPL15084	Agilent-028279 SurePrint G3 Rat GE 8x60K Microarray	5	5	Oh et al. (2018)
GSE163614	GPL25947	Illumina NovaSeq 6000 (*Rattus norvegicus*)	3	3	–

We reviewed the published literature and collated a list of 17 m6A RNA methylation regulators, including six writers, two erasers, and nine readers (Chai et al., 2019; Li et al., 2019). Then, we restricted the list to genes with available RNA expression data in the three datasets and systematically compared the expression of these m6A methylation regulators in the MCAO/R and sham groups. Then, the pheatmap package in R (v 3.4.2) was used to cluster the m6A regulators.

### Quantitative Real-Time PCR

The brain cortex was harvested 24 h after MCAO/R for quantitative real-time PCR (qRT-PCR). Tissue samples were homogenized in TRIzol reagent (Invitrogen, Carlsbad, CA, United States). Total cellular RNA was extracted and transcribed to cDNA using the PrimeScript RT Reagent kit (Thermo Fisher Scientific). The primers were synthesized by Sangon Biotech (Shanghai, China; Table 2 and Supplementary Table 1). Quantitative PCR was performed using the Hieff^TM^ qPCR SYBR Green Master Mix (Low Rox Plus) (Yisheng Biotech, Shanghai, China) on the MxPro-Mx3005 P Real-time PCR system (Agilent Technologies, United States). The mRNA expression levels were calculated using the 2-ΔΔCt method and normalized to the quantity of glyceraldehyde 3-phosphate dehydrogenase (GAPDH) mRNA.

**TABLE 2:** Primers used in the present study for qRT-PCR.

Gene	Direction	Sequence (5′–3′)	Product size (bp)
*FTO*	Forward	TTCTGTCTGCCGTCCTGATCCC	113
	Reverse	GTCTGGTTTCTGCTGTGCTGGTAG	113
*Alkbh5*	Forward	GGAAGTACCAGGAGGACTCAGACC	96
	Reverse	GGATGCCGCTCTTCACCTTGC	96
*Ythdf2*	Forward	TTGCCTCCACCTCCACCACAG	111
	Reverse	CCCATTATGACCGAACCCACTGC	111
*Hnrnpa2b1*	Forward	CCAGGACCAGGAAGCAACTTTAGG	134
	Reverse	CCTCCTCCATAACCAGGGCTACC	134
*Eif3a*	Forward	CCGTCCTTCCTGGCGTAATGC	100
	Reverse	GGGTGGTCTGTCATCATCTGTGTG	100
*Eif3c*	Forward	AAGACAACATCCAGCACGCAGAC	150
	Reverse	GCTCCTTGGCACGACCACTTG	150
*GAPDH*	Forward	GACAACTTTGGCATCGTGGA	133
	Reverse	ATGCAGGGATGATGTTCTGG	133

### Western Blot

The brain cortex was harvested 24 h after MCAO/R for western blotting. Brain tissue was homogenized in RIPA buffer (0.1 g/ml) (P0013B, Beyotime, Shanghai, China) at 4°C. The protein concentration was measured using BCA assay (P0010, Beyotime). Equal amounts of protein were loaded in the sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) gel, and the following antibodies were employed: anti-fat mass and obesity-associated protein (FTO) (1:1,000, abclonal, Wuhan, China), anti-GAPDH [1:1,000, Cell Signaling Technology (CST), MA, United States] and HRP-conjugated secondary antibody (1:3,000, CST). Protein blots were visualized with a chemiluminescence detection kit (NCI5079, Thermo Fisher Scientific, Waltham, MA, United States). The data were analyzed using ImageJ software (v 1.52r, Bethesda, MD, United States).

### Immunofluorescence Staining

Rats were anesthetized and successively perfused with 200 ml of 4°C normal saline and 100 ml of 4°C 4% paraformaldehyde 24 h after the MCAO/R surgery. The brains were quickly collected for paraffin embedding. Immunofluorescence staining was performed on paraffin sections (3 μm). Sections were incubated with primary antibodies against FTO (1:200, abclonal), NeuN (1:100, Abcam, Cambridge, United Kingdom), Iba1 (1:50, Santa Cruz, Dallas, United States), and GFAP (1:100, Proteintech, Wuhan, China) for 1 h at room temperature, followed by Alexa Fluor 555 (Life Technology, United States) or FITC-labeled (Sigma, United States) secondary antibodies after the sections were washed three times with PBS. Images were captured using an Olympus BX51 TRF fluorescent/light microscope system (Olympus, Tokyo, Japan).

### Statistical Analyses

Data from all the experiments are presented as the mean ± standard deviation (SD). Differences between two groups or multiple groups were analyzed by Student’s *t*-test or one-way analysis of variance (ANOVA), respectively. Statistical analyses were performed using R software (v 3.4.2) and GraphPad Prism software (v 8.00). A *p*-value of <0.05 was considered statistically significant.

## Results

### Overview of the m6A Methylation Map in MCAO/R Rats

As shown in Figure 2B, we quantified the m6A levels in the brain cortex after MCAO/R. We found that the total m6A levels were significantly increased compared with the sham group (*p* < 0.001), but there were no significant differences between the indicated time points in the MCAO/R group. Thus, three biological duplicates from the sham and MCAO/R (24 h after the operation) groups were selected for MeRIP-seq. According to the m6A MeRIP-enriched regions (peaks), 20,772 m6A peaks within 8,271 coding gene transcripts (mRNAs) were identified in the sham group. In the MCAO/R group, there were 34,311 m6A peaks within 10,317 mRNAs. Of these, 19,804 peaks within 8,065 mRNAs (56.1% of all peaks in the sham and MCAO/R groups) overlapped (Figure 2C), which confirmed that the brain is an organ with an abundance of m6A methylation (Meyer et al., 2012). To reveal the preferential distribution of m6A in transcripts, the metagene profiles of all identified m6A peaks were investigated in the entire transcriptome. Our results showed that m6A peaks were mainly enriched in the coding sequence (CDS), stop codon, and start codon in both groups (Figures 2D,E). To investigate whether the identified m6A peaks shared the consensus motif, the m6A methylomes of the sham and MCAO/R samples were mapped using HOMER software (Heinz et al., 2010). The results showed that m6A mainly exists in the 5-RRAGH-3 and 5-RRACH-3 (R = A or G; H = A, C, or U) consensus sequence. The top five conserved motifs among the identified m6A peaks are shown in Figure 2F, which were similar to previous studies (Meyer et al., 2012).

### Conjoint Analysis of the MeRIP-Seq and RNA-Seq Data

To further elucidate the m6A methylation changes associated with CIRI, a differential m6A methylation level analysis was performed. As shown in Figure 3A, compared with the sham group, a total of 8,833 differentially methylated m6A-methylated peaks within 4,131 coding genes were identified in the MCAO/R group. Further analysis of the distribution of differentially methylated m6A peaks showed that most of them were enriched in the CDS region (Supplementary Figure 1). Among the differentially m6A-methylated peaks, 6,049 hypermethylated m6A peaks (representing 2,640 genes) were found, while 2,784 hypomethylated m6A sites (representing 1,517 genes) were discovered (fold changes ≥ 2, *p* < 0.05; Figure 3A). In addition, transcriptome profiles of altered genes were determined by RNA-seq. 

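RNA-seq libraries were made from the brain cortex of 3 rats of the MCAO/R group, in which the middle cerebral artery was occluded for 90 min and then reperfused for 24 h, and of 3 rats of the sham group. The deposited values are gene counts that the authors divided by a factor for each library, listed for 22714 Ensembl rat gene identifiers. The FPKM named in the methods are not used here. The column headings of these counts call the libraries input, the word the methods use for the sample taken before m6A immunoprecipitation, while the paper names different sequencers for MeRIP-seq and RNA-seq and lists these data with the one it names for RNA-seq. Whether they are also the MeRIP-seq inputs is not settled here. The totals of the scaled counts were 5237809 for MCAO/R-1, 5310027 for MCAO/R-2, 5827349 for MCAO/R-3, 5992079 for Sham-1, 5853178 for Sham-2 and 5882884 for Sham-3. Between 96.9% and 97.1% of the values between 0.5 and 1000 lay within 0.05 reads of a whole multiple of one step per library, which is the value of 1 read. Divided by this step, the totals corresponded to 5053078 to 5073528 reads in the MCAO/R group (median 5063649) and to 5530325 to 7571577 reads in the sham group (median 5855185), with Sham-2 the deepest. The reads had been trimmed with Cutadapt and aligned to the rat genome (UCSC RN5) by the authors, who called DEGs with Cuffdiff. From the scaled counts, log2(value + 0.5) was compared between the groups with limma (moderated test with a mean-variance trend, Benjamini-Hochberg adjustment) for the 15884 genes with a mean value of at least 0.5 over the 6 samples. Fold changes are on this log2(value + 0.5) scale, which understates the change of genes with low values. The files and tables used here do not pair the identifiers with gene symbols, so genes are counted and described by identifier, and the genes named in the text are not analysed here one by one.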

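At 24 h of reperfusion, 1597 of the 15884 tested genes were higher in the MCAO/R group than in the sham group and 1334 were lower, at an adjusted p under 0.05 from limma. The genes that rose changed by more than the genes that fell, with a median log2 fold change of 1.35 against −0.85. A rise of at least 4-fold was seen in 480 of the called genes and a fall of that size in 71. The counts at 16-fold, 99 higher and 3 lower, varied with the setting: 190 and 25 at a pseudocount of 0.1, 78 and 1 at a pseudocount of 1, 31 and 0 at a pseudocount of 5, 39 and 1 with genes holding an exact 0 left out, and 86 to 129 higher and 2 to 8 lower with 1 sample left out. Of the genes called higher, 53 were listed at 0 in every sham library, and of those called lower, 10 were listed at 0 in every MCAO/R library. The genes called higher held 11.8% ± 1.57 (SD, n = 3) of all counts in the MCAO/R group and 5.32% ± 0.222 (SD, n = 3) in the sham group. The genes called lower held 14.8% ± 2.04 (SD, n = 3) and 22.8% ± 0.204 (SD, n = 3), respectively. Both sets were chosen on these same libraries.

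**Figure D1:**
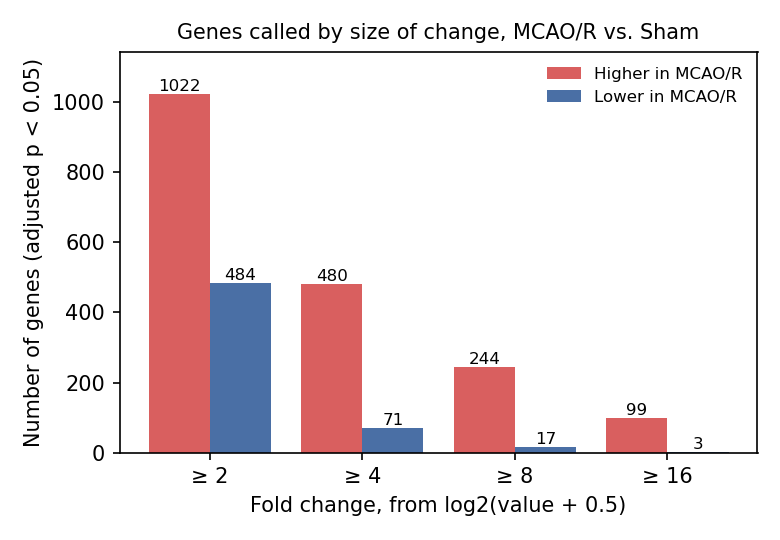
Number of genes called at an adjusted p under 0.05 by limma (y axis) whose fold change, from log2(value + 0.5), was at least 2, 4, 8 or 16 (x axis), with 1 bar for genes higher and 1 for genes lower in 3 MCAO/R than in 3 sham samples. At 2-fold 1022 genes were higher and 484 lower. With 1 sample left out these were 616 to 1174 and 273 to 743, and at 4-fold 340 to 578 and 35 to 146.

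The largest rise was that of ENSRNOG00000007159, with scaled counts of 1799, 296 and 1524 in MCAO/R-1, MCAO/R-2 and MCAO/R-3 and of 0, 1.55 and 0 in the sham libraries (log2 fold change 10.19, standard error 0.71, adjusted p = 1.06e-05 from limma). The next was that of ENSRNOG00000000239, with 616, 59.9 and 442 against 0, 0.773 and 0 (log2 fold change 8.54, standard error 0.78, adjusted p = 6.41e-05 from limma). It ranked 2 here, 3 at a pseudocount of 1, 8 at a pseudocount of 5 and 4 with sample weights, and 4 without MCAO/R-1, 5 without MCAO/R-3, 3 without Sham-1 and 5 without Sham-3. Its call was lost with limma's voom on the recovered reads, a setting chosen after seeing the data (adjusted p = 0.0944, with 1.00e-05 to 0.0944 over all its alternatives). Its log2 fold change with voom was 8.64. The largest fall was that of ENSRNOG00000049580, with 4.13, 4.20 and 0 in the MCAO/R libraries and 70.6, 44.1 and 53.2 in the sham libraries (log2 fold change −4.64, standard error 0.77, adjusted p = 0.0022 from limma). ENSRNOG00000034102 had 3.08, 0.000108 and 0.201 against 23.5, 20.9 and 24.5 (log2 fold change −4.44, standard error 0.74, adjusted p = 0.00228 from limma), and its value was not a whole number of reads in 2 libraries, so it may share reads with another gene. These 4 were taken as the largest changes among called genes with a mean of at least 1 and no overlap between the groups. ENSRNOG00000007159 ranked first in every alternative that tested it, though its adjusted p rose to 0.0442 with limma's voom. The 2 that fell ranked between 1 and 8. Choosing for no overlap fixes their p in an exact permutation test at 0.1, the smallest that 3 samples against 3 can give, so that test adds nothing for them. Of all tested genes, 37.0% showed no overlap between the groups, where chance gives 10%.
At the thresholds of the paper, a fold change of at least 2 and an unadjusted p under 0.05, here from limma, 1384 genes were upregulated and 697 were downregulated, 2081 in all. The share of upregulated genes was 66.5% at these thresholds, 66.8% with median-ratio factors (1357 upregulated and 673 downregulated), 53.7% after quantile normalization (1098 and 946) and 75.8% when each library was scaled to the same total (1567 and 501). At the adjusted p it was 54.5%, against 51.6% with median-ratio factors (1767 higher and 1655 lower), 50.5% after quantile normalization (1590 and 1558) and 69.5% at the same total (2255 and 991), a scaling that moved the median log2 fold change of all genes from 0.02 to 0.13. Without MCAO/R-3, Sham-1, Sham-2 or Sham-3, limma called 866, 865, 829 and 1049 genes higher and 795, 501, 540 and 534 genes lower, respectively, and without the mean-variance trend it called 937 higher and 487 lower. Of the genes changed by at least 2-fold at the adjusted p, 616 were higher without MCAO/R-3, and 302, 743, 273, 281, 301 and 291 were lower without MCAO/R-1, MCAO/R-2, MCAO/R-3, Sham-1, Sham-2 and Sham-3, respectively, 302 without the trend and 316 at the same total. At 4-fold, 263 were higher and 13 lower at a pseudocount of 5, 116 were lower after quantile normalization, 43 with genes holding an exact 0 left out and 43 at a minimum mean of 10, and 146, 46, 44, 42 and 35 were lower without MCAO/R-2, MCAO/R-3, Sham-1, Sham-2 and Sham-3. The paper takes the genes past its thresholds on to the conjoint analysis with the m6A peaks.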

We identified 1,539 DEGs between the sham and MCAO/R groups, including 1,042 upregulated genes and 497 downregulated genes (fold changes ≥ 2 and *p* < 0.05; Figure 3B). Through the conjoint analysis of MeRIP-seq and RNA-seq data, we identified 817 DEGs with hypermethylated m6A peaks, of which 813 genes were significantly upregulated (hyper-up) and 4 genes were downregulated (hyper-down), and 343 DEGs had hypomethylated m6A peaks, consisting of 1 upregulated (hypo-up) gene and 342 downregulated (hypo-down) genes (Figure 2C). Based on the results above, we found that DEGs with altered m6A-methylated peaks were mainly enriched in the “hyper-up” or “hypo-down” (Figure 3C), indicating that m6A modifications tend to have a positive correlation with mRNA expression in CIRI. 

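Over all 15884 tested genes, the MCAO/R and sham samples were separated along the first principal component, which held 49.3% of the variance. The MCAO/R samples scored 80.7, 30.4 and 71.5 (MCAO/R-1 to MCAO/R-3) and the sham samples −70.0, −57.9 and −54.8. Average-linkage clustering of the log2 values joined the 3 sham samples with one another first, then the 3 MCAO/R samples, and joined the groups last. The Euclidean distance between an MCAO/R and a sham sample was at least 132, and that between samples of the same group at most 126, a ratio of 1.04. The distances within groups had an SD of 0.0872 of the largest of them, so this gap was smaller than their spread. MCAO/R-2 lay nearest to the sham group, at a mean distance of 136, against 165 for MCAO/R-1 and 159 for MCAO/R-3. When each gene was scaled to unit variance, MCAO/R-2 joined the sham samples over all tested genes, and the same ratio was 0.863.

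**Figure D2:**
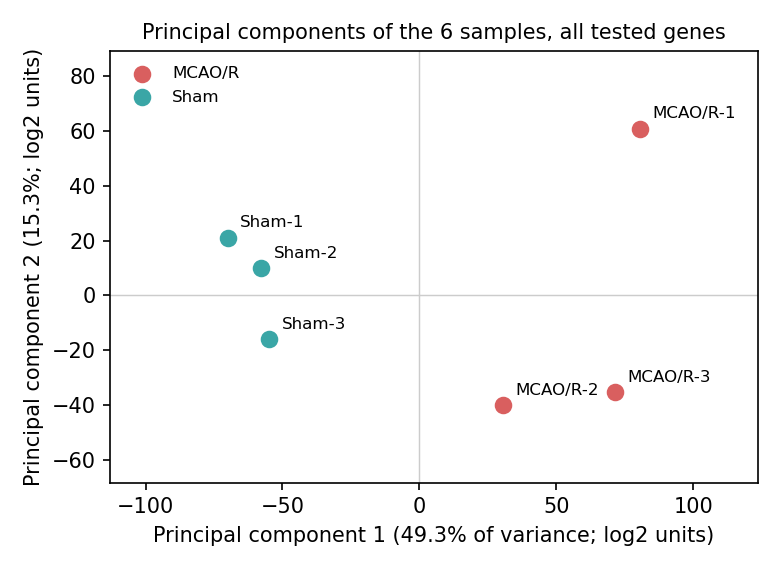
Scores of the 3 MCAO/R and 3 sham samples on the first (x axis) and second (y axis) principal components of the log2(value + 0.5) values of all tested genes, 1 point per sample. The components hold 49.3% and 15.3% of the variance, and MCAO/R-2 at 30.4 is the MCAO/R sample nearest to the sham samples on the x axis.

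Over the genes upregulated at the thresholds of the paper, distances were 78.6 to 113 between the groups, 33.5 to 44.0 within the MCAO/R group and 35.7 to 41.3 within the sham group. Over the downregulated genes, they were 38.9 to 55.5 between the groups, 26.4 to 31.8 within the MCAO/R group and 17.6 to 19.3 within the sham group. These genes were selected for a difference between the same 6 samples, so their separation is not independent evidence of it. The subsets that also carried hypermethylated or hypomethylated m6A peaks were not analysed here.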

Hierarchical clustering was performed to show the distinguishable expression patterns of hyper-up or hypo-down DEGs between the sham and MCAO/R groups (Figures 3D,E).

**FIGURE 3:**
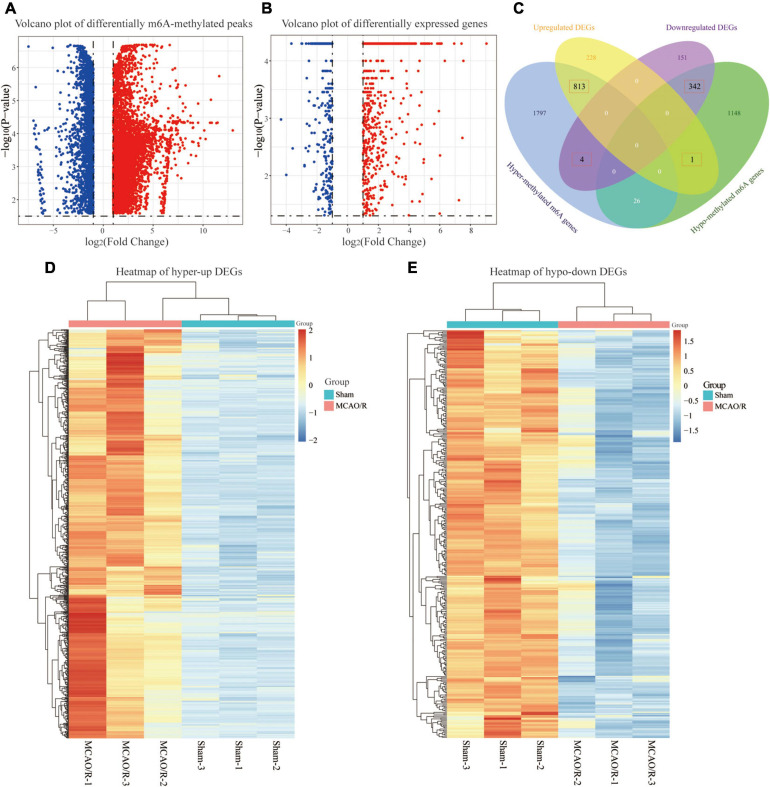
Conjoint analysis of the MeRIP-seq and RNA-seq data. **(A)** Volcano plot showing the differentially m6A-methylated peaks with fold changes ≥ 2 and *p*-value of <0.05. The red plots represent hypermethylated m6A peaks, and the blue plots represent hypomethylated m6A peaks. **(B)** Volcano plot displaying the differentially expressed genes (DEGs) with a *p*-value of <0.05 and fold changes ≥ 2. The red plots represent the upregulated genes, and the blue plots represent the downregulated genes. **(C)** Venn diagram showing the overlap of the differentially m6A-methylated genes and differentially expressed genes. **(D,E)** Heatmaps showing the expression profiles of the hyper-up DEGs **(D)** and hypo-down DEGs **(E)**. A gradual change in the color from orange to blue indicates a change in expression values from high to low.

### Analysis of the GSE78731 and GSE61616 Datasets and Identification of Key Genes

We downloaded two rat MCAO/R datasets (GSE78731 and GSE61616) as the test sets to validate differentially methylated and synchronous DEGs. After data preprocessing, the normalized data represented the distribution from sample to sample, as shown in the box plots (Supplementary Figures 2A,C), indicating the data’s reliability. Four hundred and eighty-nine genes were differentially expressed, namely 459 upregulated genes and 30 downregulated genes in GSE78731 (Supplementary Figure 2D). As for GSE61616, we screened 1,865 DEGs consisting of 1,460 upregulated genes and 405 downregulated genes (Supplementary Figure 2B). We then screened out the common upregulated or downregulated DEGs in both the GSE163614 (hyper-up or hypo-down DEGs) and GSE78731 (or GSE61616) datasets. A total of 405 common upregulated genes and 85 common downregulated genes (Figures 4A,B and Supplementary Table 2) were identified and regarded as “key genes” for further analysis. In particular, there were 155 hyper-up DEGs and 6 hypo-down DEGs that were present in all three datasets (Supplementary Table 2). Among them, the expressions of the top five hyper-up and hypo-down DEGs were validated by qRT-PCR, which were consistent with our bioinformatics analysis results (Supplementary Figure 3).

**FIGURE 4:**
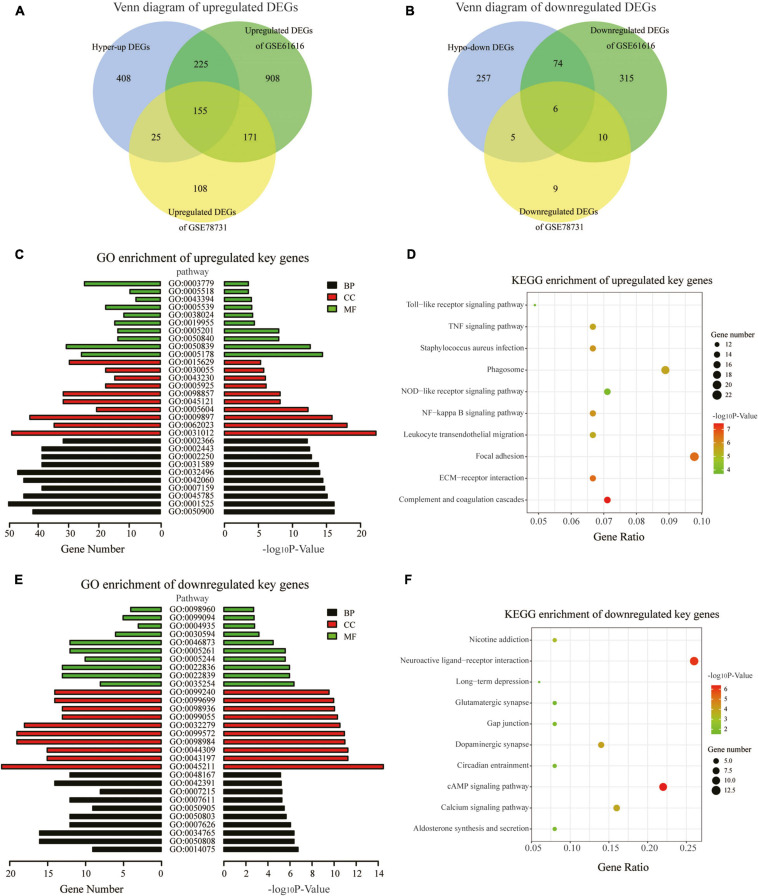
GO and KEGG pathway analyses of the key genes. **(A,B)** Venn diagrams displaying the overlap of the upregulated DEGs **(A)** and downregulated DEGs in the three datasets **(B)**. **(C)** GO annotations of the upregulated key genes with the top 30 terms. **(D)** KEGG pathway enrichment analysis of the upregulated key genes with the top 10 terms. **(E)** GO annotations of the downregulated key genes with the top 30 terms. **(F)** KEGG pathway enrichment analysis of the downregulated key genes with the top 10 terms. (GO terms and KEGG pathways with the threshold *p*-values of <0.05 were considered significant).

### Functional Enrichment Analysis of the Key Genes

To explore the physiological and pathological significance of m6A modification after CIRI, GO and KEGG pathway analyses were performed for the identified key genes. The GO analysis revealed that the upregulated key genes were significantly associated with leukocyte and immune responses, such as leukocyte migration biological process (BP), extracellular matrix cellular component (CC), and integrin binding [molecular function (MF); Figure 4C]. The downregulated key genes were mainly involved in neuron synapses and ion channel activity, for example, synapse organization BP, postsynaptic membrane CC, and ion gated channel activity MF; Figure 4E). With threshold values of *p* < 0.05, the top 30 GO terms enriched by up-/downregulated key genes (ranged by *p*-value and category) are presented in Supplementary Tables 3, 4. KEGG pathway analyses showed that the differentially methylated key genes were mainly enriched in the complement and coagulation cascades, ECM–receptor interaction, and NF-kappa B signaling pathway (for upregulated key genes, Figure 4D) and in the cAMP signaling pathway, neuroactive ligand–receptor interaction, and dopaminergic synapse (for downregulated key genes, Figure 4F).

### Expression Level of m6A RNA Methylation Regulators in CIRI

The increased m6A level in the brain cortex after MCAO/R could be due to either the upregulation of the m6A methylase complex or the downregulation of m6A demethylases. Therefore, we investigated each m6A methylation regulator’s expression level in the three datasets as a heatmap (Figures 5A–C). Then, we selected the common regulators (FTO, Alkbh5, Ythdf1, Hnrnpa2b1, Eif3a, and Eif3c), which were present in at least two datasets for qRT-PCR validation (Figure 5D). The qPCR results showed that the FTO mRNA level was significantly decreased (*p* < 0.001), while the Alkbh5 mRNA level was significantly increased (*p* < 0.01) in the rat brain cortex after MCAO/R (Figure 5E). Combining the above results, among the six common regulators, FTO has the same downregulation expression pattern in all three datasets (*p* < 0.01), as validated by qRT-PCR and western blotting (*p* < 0.001, Figures 5E,F). Thus, FTO might be responsible for the increased m6A levels in CIRI.

**FIGURE 5:**
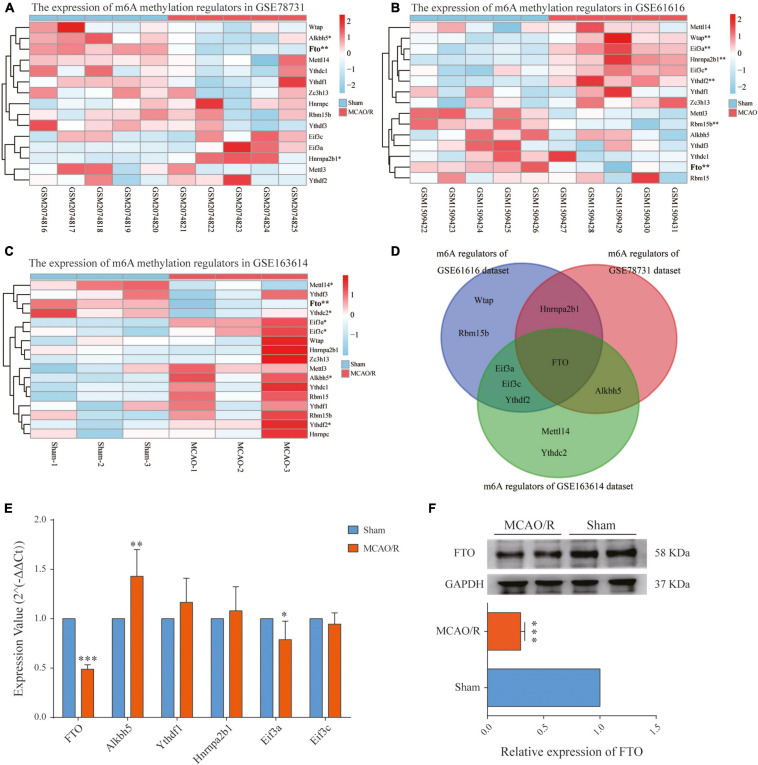
Identification of the main m6A regulator in cerebral ischemia–reperfusion injury. **(A–C)** Heatmaps showing the expression levels of m6A methylation regulators in the GSE78731 dataset **(A)**, GSE61616 dataset **(B)**, and RNA-seq data **(C)**. **(D)** Venn diagram of the m6A methylation regulators between the three datasets, of which FTO is present in all three datasets. **(E)** qRT-PCR showing the mRNA expressions of *FTO*, *Alkbh5*, *Ythdf1*, *hnrnpa2b1*, *Eif3a*, and *Eif3c* in the sham and MCAO/R groups. **(F)** FTO protein expressions determined by western blotting were significantly decreased after MCAO/R surgery. Data are presented as the mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001 vs. the sham group, *n* = 5, Student’s *t*-test.

### Cellular Distribution of FTO in the Brain Cortex After MCAO/R

FTO is a well-known m6A demethylase that plays a critical role in m6A methylation. To further elucidate FTO’s expression and distribution, immunofluorescence staining was performed in the rat brain cortex. In the sham-operated rat brain, FTO was mainly observed in neurons (NeuN+) and some microglia (Iba1+), whereas it was rarely expressed in astrocytes (GFAP+). In the MCAO/R groups, there was almost no FTO detected in these three cell types (Figure 6). At 24 h after reperfusion following transient MCAO, neuronal FTO immunostaining decreased significantly compared with the sham group (Figures 6A,D).

**FIGURE 6:**
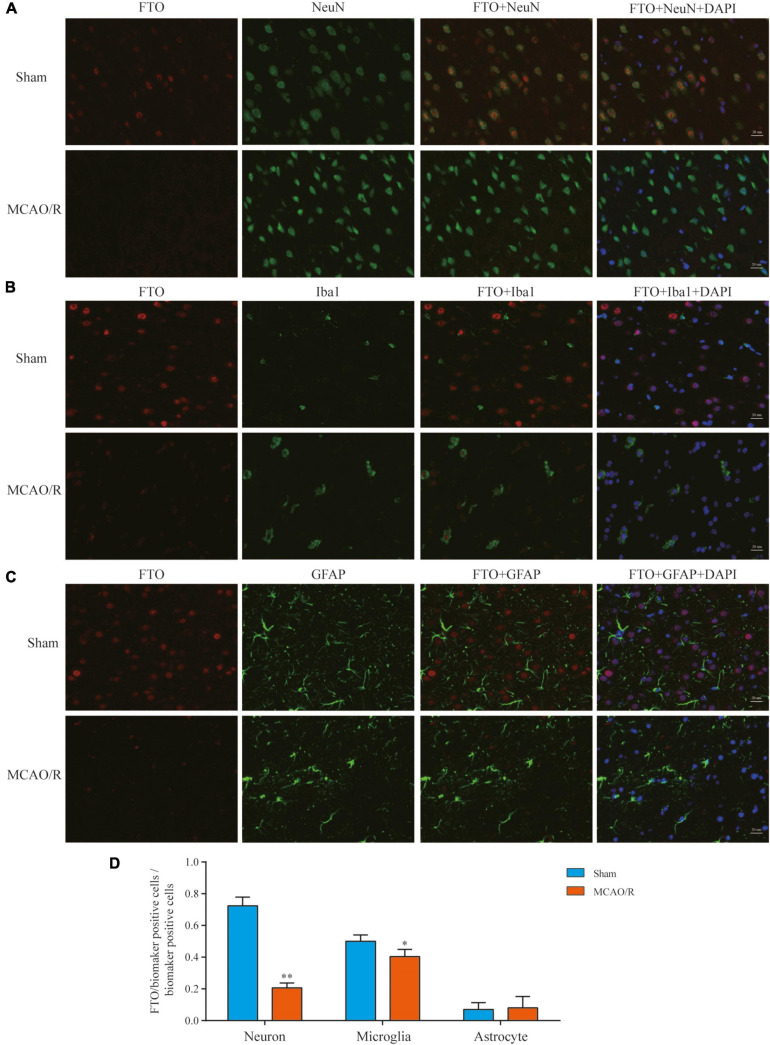
Expression and distribution of FTO detected by immunofluorescence. Representative photomicrographs of double immunofluorescence staining for FTO (red)/NeuN (green), FTO (red)/Iba1 (green), and FTO (red)/GFAP (green) in each group showed that the FTO was mainly localized and specifically downregulated in neurons **(A)** and some in microglia **(B)**. In contrast, it was rarely expressed in astrocytes **(C)** 24 h after MCAO/R. The nucleus was counterstained with 4’,6-diamidino-2-phenylindole (DAPI) (blue) in the same view in each section. Scale bar: 20 μm. **(D)** Quantification of FTO expression in the neurons/microglia/astrocytes. *p < 0.05; **p < 0.01 vs. the sham group, *n* = 5, Student’s *t*-test.

## Discussion

Due to advances in sequencing technology, researchers have discovered that the brain shows higher m6A abundance than other organs in mammals (Meyer et al., 2012). Numerous studies have demonstrated that m6A modification is involved in various neurobiological processes such as learning and memory (Widagdo et al., 2016; Walters et al., 2017), neurogenesis (Li et al., 2017), synaptic plasticity (Merkurjev et al., 2018), and axonal growth (Yu et al., 2018). Recently, increasing attention has been focused on changes in the m6A methylation profile of nervous system diseases. A previous report showed that m6A modification levels in total RNA were decreased in the hippocampus after traumatic brain injury, which could be due to the downregulation of METTL3 (Wang et al., 2019). It has been reported that m6A levels in the cortex and hippocampus of Alzheimer’s disease (AD) mice were notably higher than those in the control group and that m6A methylation genes were involved in the pathways associated with the occurrence of AD (Han et al., 2020). Si et al. (2020) found that METTL3-mediated miRNA m6A methylation promotes stress granule formation and reduces the apoptosis of injury neurons in the early stage of acute IS. Furthermore, Wang et al. (2020a, b) found that the expression levels of METTL3 and WTAP were reduced in the larger pathological tissue of cerebral AVMs. Mechanistically, the lack of METTL3 reduced the level of heterodimeric Notch E3 ubiquitin ligase, thereby continuously activating the Notch signaling pathway, which affects the angiogenesis of endothelial cells. WTAP could regulate desmoplakin (DSP) expression through m6A modification, thereby affecting the angiogenesis of endothelial cells.

Although studies on neurological disorders and m6A modification have gradually increased in recent years, there is little research on the role of m6A in CIRI. In the present study, we detected the m6A levels in rat brain samples, which showed that the m6A levels in total RNA were significantly increased compared with the sham group. Meanwhile, there were no significant differences between the indicated time points in the MCAO/R groups. Therefore, we chose brain samples from the sham and MACO/R-24 groups for MeRIP-seq and RNA-seq. Further conjoint analyses of our MeRIP-seq and RNA-seq data identified 1,160 altered m6A methylated DEGs. Among them, 813 genes were significantly hypermethylated and upregulated (hyper-up), and 342 genes were hypomethylated and downregulated (hypo-down). For example, CAMKK2 (calcium/calmodulin-dependent protein kinase 2 (beta), a hypo-down DEG, is the positive AMPK regulator, which was found to be involved in autophagy inhibition (Chen et al., 2020). Chen et al. found that m6A modification affected AMPK activity by promoting the translation of the negative AMPK regulator PPM1A while decreasing the expression of CAMKK2 by reducing its mRNA stability, resulting in autophagy inhibition. CD14, a hyper-up DEG, plays an important role in the TLR-mediated immune response as a co-receptor for TLR2 and TLR4 (Yao et al., 2020). A previous study found that CD14 underwent more m6A modification in the MCAO/R rat brain, induced by a decrease in FTO. Combined with the results of the other two datasets (GSE78731 and GSE61616), we identified a total of 490 key genes for functional enrichment analysis. The KEGG pathway analysis showed that the upregulated key genes were mainly implicated in the pathway associated with immune and inflammatory responses. Similar to our research, Chokkalla et al. established a mouse model of transient ischemia and reperfusion to reveal the m6A transcriptome-wide map of CIRI and found that these mRNAs with altered m6A modifications were enriched in biological processes such as inflammation, apoptosis, and transcriptional regulation (Chokkalla et al., 2019). Diao et al. (2020) demonstrated that hypothermia could protect neurons from CIRI-induced proptosis *via* m6A-mediated activation of PTEN and reduce inflammatory injury by depressing the expression levels of the NLRP3 inflammasome and its related cytokines. In addition, the downregulated key genes were mainly implicated in the cAMP signaling pathway, neuroactive ligand–receptor interaction, and dopaminergic synapse. This suggests that the m6A modification in the brain cortex might be closely related to the damage of neurons and synapses, which provides new insight into the strategies for protecting neurons after CIRI.

As we know, m6A modification is dynamic and reversible, installed by the “writer,” removed by the “erasers,” and identified by the “reader” (Li et al., 2019). To investigate the main m6A modulator associated with elevated methylation levels in CIRI, we screened out differentially expressed m6A regulators between the sham and MCAO/R groups and validated by qRT-PCR and western blotting. Finally, FTO was identified. A reduction of FTO was thought to be associated with an increase in m6A methylation levels. Consistent with our results, a previous study (Xu et al., 2020) reported that the RNA m6A levels increased after both neuronal glucose oxygen deprivation/reoxygenation (OGD/R) treatment and rat MCAO/R treatment and that the demethylases, Alkbh5 and FTO, rather than the methylases, Mettl3 and Mettl14, were primarily responsible for abnormal m6A modification. Chokkalla et al. (2019) also found that m6A demethylase FTO mRNA expression decreased significantly at 3 to 24 h after MCAO/R surgery compared with sham. Notably, FTO is highly enriched in the brain, and its deficiency results in impaired dopaminergic neurotransmission and microcephaly (Hess et al., 2013). One study reported that FTO deficiency reduced anxiety and depression-like behaviors (Sun et al., 2019), and FTO-mediated m6A methylation might also be associated with Parkinson’s disease (Chen et al., 2019). In addition, we also observed a seemingly paradoxical increase in Alkbh5, a demethylase, after MCAO/R surgery compared with sham. This condition has also been reported in a previous study (Xu et al., 2020), which asserted that the increase in Alkbh5 expression likely compensates for the stress response in brain ischemia/hypoxia. Supporting this view, Mathiyalagan et al. (2019) found a compensatory increase in Alkbh5 expression around the infarct after heart failure.

To further investigate the cellular distribution of FTO, immunofluorescence staining was performed in the rat brain cortex. This showed that FTO is predominantly localized and specifically downregulated in neurons, consistent with a previous report (Chokkalla et al., 2019). Another study (Bai et al., 2018) also confirmed that FTO was present in the dopamine neurons of mice and that deficiency of FTO could impair immature neuronal differentiation in the subgranular zone of the hippocampus (Spychala and Ruther, 2019). However, the KEGG pathway analysis showed that hypomethylated DEGs were associated with neurons and nerve synapses, seemingly contradicting the distribution of decreased FTO. In the present study, we also detected an increase in Alkbh5 and hypothesized that it might be responsible for hypomethylated genes. Du et al. (2020) found that Alkbh5 was almost exclusively expressed in neurons but not in glial cells. In addition, downregulated FTO with some expression in Iba1+ cells might be responsible for hypermethylated genes enriched in the pathways related to immune and inflammatory responses. Next, we will adopt neurons and microglia to establish the OGD/R model, further study the alteration of Alkbh5 and FTO, and reveal the specific mechanisms of m6A demethylase in CIRI.

In addition, our study has several potential limitations. First, the amounts of rat sample we used for MeRIP-seq and RNA-seq are limited (three MCAO/R samples and three sham samples), which requires that we need to use the rat models to verify the results of bioinformatics analysis. In the present study, we just selected a few key m6A regulators for validation by qRT-PCR and western blotting. Furthermore, we found that reduction of FTO might be responsible for the increase of m6A methylation levels in MCAO/R rats, which was consistent with previous studies (Chokkalla et al., 2019; Xu et al., 2020). However, it is unclear whether regulating FTO expression could reduce neuronal death caused by CIRI. Based on these two potential limitations, in our next study, we will adopt cell models (oxygen-glucose deprivation and reoxygenation, OGD/R) and rat models (MCAO/R) to further explore the specific mechanism of FTO in cerebral ischemia–reperfusion injury.

## Conclusion

In conclusion, our present study characterized the differential m6A methylome in MCAO/R-operated rats relative to sham rats by analyzing the MeRIP-seq and RNA-seq data. This revealed the mechanism of alteration of m6A modification after CIRI, which might be primarily regulated by FTO. This study could be used as an initial roadmap for discovering m6A functions and suggests potential future research regarding m6A modifications in CIRI.

## Data Availability Statement

The RNA-seq data were deposited in the Gene Expression Omnibus database (Series# GSE163614, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163614). All datasets generated for this study are included in the article/ Supplementary Material or Gene Expression Omnibus database.

## Ethics Statement

The animal study was reviewed and approved by the Ethics Committee of the First Hospital of Jilin University (Changchun, China).

## Author Contributions

QL and XC initiated, coordinated, and drove the project. DY and QW performed the MCAO/R rat model and sequencing data analysis. YZ, YS, HY, and JW performed the RT-qPCR, western blot and immunofluorescence experiments. RL and ZS drafted the manuscript and the figures. QW critically revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

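Gene expression was measured by RNA-seq in the brain cortex of 3 MCAO/R rats, after 90 min of occlusion and 24 h of reperfusion, and of 3 sham-operated rats. The sample labels and the paper give the same groups and replicate numbers. The paper names the NEBNext Ultra II Directional kit, while the labels describe rRNA depletion followed by a TruSeq stranded total RNA kit. Which of them was used is not settled here. The labels give 150 sequencing cycles.

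The authors trimmed reads with cutadapt (version 1.9.3), aligned them with HISAT2 (version 2.0.4; the paper names the build UCSC RN5) and used Cuffdiff (version 2.2.1), according to the methods and the submitters' processing notes. The deposited signal per gene is a count divided by a factor for each library, with a heading that calls it an input count. The step that wrote these columns and the annotation release are not given in the sources used here. The plan set before the data were examined had assumed FPKM, so the deposited scale differs from the plan. The test, the pseudocount of 0.5 and the minimum mean of 0.5 were kept as planned and applied to the scaled counts, which unlike FPKM are not divided by gene length. In each library 7191 to 7635 of the 22714 genes were listed at 0. In total, 10 blank rows of one file, which name no gene and hold no value, were left out.

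The value of 1 read was taken as the most frequent value between 0.5 and 2 in each library. It was 1.03 for MCAO/R-1, 1.05 for MCAO/R-2, 1.15 for MCAO/R-3, 1.02 for Sham-1, 0.773 for Sham-2 and 1.06 for Sham-3. In all, 4.00% of the 17011 genes above 0 in a library (681 genes) held a value that was not a whole number of reads. The tolerance was 0.05 reads, but values just above 0 were also counted as not whole, as for ENSRNOG00000034102 in MCAO/R-2 (0.000108). Estimates for reads shared between genes give such fractional values. Because of these fractional values tests on counts were not used, and limma's voom was run only as an alternative. At 5053078 to 7571577 reads per library, a gene at a value near 1 rests on about 1 read, so its fold change carries a large counting error.

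Groups were compared with limma (version 3.58.1 in R 4.3.3) on log2(value + 0.5), with the mean-variance trend in eBayes, over the 15884 genes with a mean of at least 0.5, and with Benjamini-Hochberg adjustment at 0.05. Counts at the thresholds of the paper (2-fold, unadjusted p under 0.05) came from the same limma fit. No block for the replicate number was used, since neither the paper nor the labels pair the rats. With 3 samples per group an exact permutation test cannot give a p under 0.1. Samples were compared by Euclidean distance, average-linkage clustering and principal components (python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). Figures were drawn with matplotlib 3.10.9.

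The limma procedure was tested on simulated data for this comparison, with reads drawn for the 15884 genes from the means, spreads and depths of the real libraries and 200 genes changed. It recovered 24 of 100 genes changed by 2-fold and 73 of 100 changed by 4-fold, and called 4 unchanged genes. With 200 genes changed, the Benjamini-Hochberg adjustment sets a stricter p cutoff than with the 2931 genes called in the real fit. The recovered shares therefore do not give the recovery in the real comparison. They were not split by the level of the genes.

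Neither the 47357 rows of the RefSeq gene table used here (assembly GRCr8) nor the supplementary tables hold any of the Ensembl identifiers: 0 matched. Therefore 38 gene lists, the m6A regulators including FTO, the key genes of Supplementary Table 2 and the relation of methylation to expression, all planned before the data were examined, were not analysed here. The rule for named genes, fixed at the same time, took the largest changes in each direction among called genes with a mean of at least 1 and groups that do not overlap. Its first 2 identifiers in each direction are given, and its parts that need symbols were not applied. For the counts at the adjusted p and those at the thresholds of the paper, 18 alternatives each were set before the data were examined (pseudocount, filter on low values, exact zeros, scaling, variance model, sample weights, replicate block and each sample left out), and 4 were added after seeing the data (a minimum mean of 10, a pseudocount of 5, voom on recovered reads, and leaving out genes with a fractional value). For the counts at the adjusted p and a fold of at least 2, 4 or 16, all 22 were added after seeing the data. For the separation of the samples, values scaled per gene were likewise added.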

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

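For the counts, the alternatives with a minimum mean of 10, a pseudocount of 5, voom or fractional values left out were chosen after seeing the data. In the 21 alternatives that tested each of them, none of the 4 named identifiers changed direction. ENSRNOG00000000239 alone lost its call, with voom on the recovered reads, where its log2 fold change was 8.64 against 8.54 in the main fit. ENSRNOG00000007159 kept its call there with an adjusted p of 0.0442 from limma's voom, against 1.06e-05 from limma in the main fit. Of the 22 alternatives for each count of genes, 17 kept the counts at the adjusted p within 1.5 times (1597 higher, 1334 lower), and all 22 did so for the counts at the thresholds of the paper (1384 upregulated, 697 downregulated). Without the mean-variance trend limma called 937 genes higher and 487 lower. Of the genes changed 2-fold at the adjusted p (1022 higher, 484 lower; alternatives added after seeing the data), 302 were lower without the trend and 316 at the same total, and leaving out 1 sample gave 616 to 1174 higher and 273 to 743 lower. At the adjusted p alone it gave 829 to 1801 genes higher and 501 to 1617 lower; the lower counts go with fewer samples in the fit, except without MCAO/R-2, where both counts rose. The counts at the thresholds of the paper then were 1210 to 1594 upregulated and 558 to 994 downregulated. The ratio of the smallest distance between groups to the largest within a group was 0.988 to 1.05 over 3 alternatives set before the data were examined, under 1 with 1 minus Pearson correlation, and 0.863 on values scaled per gene, chosen after seeing the data.

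Samples with the same replicate number did not deviate together: the correlations of their deviations from the group means were −0.0103, −0.0104 and 0.0179, and only MCAO/R-3 correlated best with its own number. With the replicate number as a block, limma called 1644 genes higher and 1354 lower, and 1394 upregulated and 709 downregulated at the thresholds of the paper.

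Of the 10 splits into 3 and 3 samples, limma called 2931 genes at the adjusted p in the real one and 0 in the others. At an unadjusted 0.05 these were 5058 and at most 647, and at the thresholds of the paper 2081 and at most 351. The others mix the groups, which widens their spread, so they do not show a chance level. No share under 0.1 can be had.

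On simulated data with the depth, spread and number of the real samples, 24 of 100 changes of 2-fold and 73 of 100 of 4-fold were recovered. The alternatives for key genes, m6A regulators, gene lists and the methylation relation were not run, since the identifiers were not paired with symbols.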

Differences from the paper's values

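The paper reports 1539 DEGs, 1042 upregulated and 497 downregulated, from Cuffdiff. At the same fold and p thresholds limma gave 2081, 1384 and 697, each less than 1.5 times the paper's value. Among the alternatives set before the data were examined, the gap exceeded 1.5 times for the upregulated genes when each library was scaled to the same total (1567) and without MCAO/R-2 (1594), for the downregulated genes after quantile normalization (946) and without MCAO/R-2 (994), and for both directions together without MCAO/R-2 (2588). Scaling to the same total gave 501 downregulated genes. A pseudocount of 5 gave 1033 upregulated and 493 downregulated genes, and a minimum mean of 10 gave 987 and 537. Voom on recovered reads gave 1599 and 490, the former more than 1.5 times the paper's value. These settings were chosen after seeing the values, and how many of the DEGs called by the paper they drop was not analysed here. The median log2 fold change with voom was 0.139, near the 0.131 at the same total, against 0.017 in the main fit. The scaling and the variance model of voom are therefore not told apart here.

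In Fig. 3D, the clustering of the hyper-up DEGs places MCAO/R-2 on the branch of the sham samples. Over the 1384 genes upregulated here, a larger set, MCAO/R-2 joined the other MCAO/R samples at a height of 28.9 on values scaled per gene and the sham samples joined last at 63.9. These genes were selected for a difference between the same 6 samples, which favours this joining. Their overlap with the hyper-up DEGs was not analysed, and the paper does not state the linkage of its clustering. Over all tested genes on the same scale MCAO/R-2 joined the sham samples, as in Fig. 3D, at a height of 163.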

Other observations

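The tests of depth, of a swapped label, of the floor of low values and of the scaling were chosen only after the results were seen, and those of shared reads and of the share of affected tissue before.

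The excess of rises over falls depended on the level of the gene. At the thresholds of the paper, rises made up 66.5% of the changes over all tested genes, 62.3% at a mean of at least 30, 56.8% at a mean of at least 100 (352 rises and 268 falls) and 44.9% at a mean of at least 300 (122 rises and 150 falls). The floor of low values, below which falls cannot be seen, stays open: among genes with a sham mean of at least 100, rises made up 32.8% (153 rises and 313 falls), and among genes with an MCAO/R mean of at least 100, 68.5% (478 and 220), so the split follows which samples set the level. At the thresholds of the paper, the authors' scaling as the whole cause is argued against by the shares under 3 other scalings, 66.8% with median-ratio factors, 75.8% at the same total and 53.7% after quantile normalization, which makes the distributions equal. At the adjusted p these shares were 51.6%, 69.5% and 50.5%, against 54.5% on the deposited scale, so the scaling stays open as the cause of the smaller excess there. A hypothesis that stays open is that genes of activated or infiltrating cells may rise from low levels without bound, while abundant transcripts of resident cells can fall only as far as those cells are lost; no biological explanation was tested, since cell type markers need gene symbols.

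MCAO/R-2 lay nearer to the sham samples than MCAO/R-1 and MCAO/R-3 did. Its depth argues against too few reads, with 0.997 times the mean of the recovered reads of the other 2, and a label swapped with a sham sample is argued against by the sham samples, none of which was out of place: the lowest ratio of nearest MCAO/R to nearest sham distance was 1.32. In genes chosen without MCAO/R-2, this sample reached a median of 0.472 of the way from the sham mean to the mean of MCAO/R-1 and MCAO/R-3 in 995 rising genes and 0.618 in 675 falling genes. Choosing genes for a change in MCAO/R-1 and MCAO/R-3 can by itself lower the fraction in a sample left out. How far was not tested, since neither MCAO/R-1 nor MCAO/R-3 was left out in the same way. A smaller share of affected tissue would give one fraction for rising and falling genes. The bootstrap intervals for their difference describe the spread over genes in 1 rat, not between rats. The difference was −0.146 (bootstrap 95% interval −0.183 to −0.112) on the deposited scale and −0.152 with median-ratio factors. It was −0.00666 (−0.053 to 0.0331) when each library was scaled to the same total. Both rescalings were added after the difference was seen. The bound set beforehand, 0.1, thus does not hold up against the scaling and the explanation stays open. A milder injury in this rat may also account for it and was not tested.

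In 44 genes, one library was listed at 0 while another of the same group held a value of 20 or more (28 genes in the MCAO/R group and 19 in the sham group). Reads split between similar or overlapping genes may leave such values, and would leave values that are not whole reads. None of the 44 had one in any library (0%, upper bound of the exact 95% interval 8.04%), against 4.84% of other genes of like level. This decides nothing, since choosing exact zeros leaves out the genes with small fractional values: another 28 genes were above 0 but under 0.5 in one library and at 20 or more in another of the group. Variants that differ between rats, and reads assigned whole to one of several copies, were not tested. Of these 44 genes, 8 were past the thresholds of the paper and 1 was called at the adjusted p by limma.

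In each library, the 10 highest genes held 10.6% to 16.0% of the counts in the MCAO/R group and 11.6% to 14.8% in the sham group.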
